A study of Homo sapiens with 12 samples.

How the data were processed

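CUT&RUN libraries were made, per the labels, from control and HA-Bcl-xL BON1 cells with an H3K4me3 antibody or a rabbit anti-mouse IgG, using a ThruPLEX kit. The deposited files were peak lists in narrowPeak format, one per library, so peaks had been called per library and not on pooled replicates. The labels name no aligner, peak caller, duplicate treatment or control, and the lists have no header. Each list gives, for each peak, a score, a fold enrichment, a -log10 p and a -log10 q, all of them the authors' deposited values. The deposited score was the integer part of 10 times the -log10 q. No list held a peak with a q-value above 0.01. Scores, folds and -log10 values of single peaks were used to describe, rank or filter peaks within their own list, and were not compared between lists. Fold and -log10 p also served to solve fragment counts and background, as given below, and these were compared between lists. The contig names in the lists, which include the alternative chromosome 6 haplotypes, were those of hg19 (GRCh37). The reference was GRCh37 with GENCODE release 44 lifted to that build, and 0 peaks ended beyond the reference chromosomes.

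Peaks on chromosomes 1 to 22, X and Y were used. Touching or overlapping peaks were merged into regions, and a region counted as present in a library with at least 1 bp of its peaks. A promoter was the stretch within 1 kb of the most 5′ annotated end of each of 20136 protein-coding genes. Coordinates are 1-based. The caller's arithmetic was inferred from the values. If fold is (n + 1) / (background + 1) and p is a Poisson tail, each peak's fold and -log10 p can be solved for a whole number n of fragments at the summit. Such a whole number was found, to within 0.001 in -log10 p, for 96.6 to 99.97% of peaks per list. For 79.6 to 98.9% of peaks per list, no other whole number came within 0.01. A second number on the other side of the limit between 4 and 5 fragments came within 0.001 for 0 peaks of each IgG list, and within 0.01 for 81, 338 and 17 peaks of control IgG replicates 1 to 3. The nearest number was taken. In a test on 2000 simulated peaks the right number was recovered for 100%. Those peaks were made with the same formula, so the test does not check the formula itself. None of them held 3 fragments, the median of the control IgG peaks, so it does not cover such peaks. Whether n counts fragments or single reads is not recorded in the lists. The lowest background in each list was read as its genome-wide floor, which scales with the number of fragments and with their length. The lists give no totals of reads or fragments, and absolute totals would rest on an assumed genome size, so this depth is used as a relative value.

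Groups and replicate numbers came from the labels. Differences between groups in peak number, covered length, width and shares were tested by two-sided exact permutation tests over every split (scipy 1.17.1), on log2 values or on percentages. Widths at shared regions were tested with limma 3.58.1 in R 4.3.3, on log2 of the bases under peaks, each library centred on its median, with Benjamini-Hochberg adjustment. Peak sets found only in one line were counted and set against the same count for every other split of the libraries. The set comparison was tested on simulated lists, and the limma step on simulated widths. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9 were used.

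The tests between groups, the list of 28 genes, the alternatives and the rule for naming genes were fixed before the data were examined. A minimum of 5 fragments at the summit and the test of the difference between the antibody ratios of the lines were added after seeing the data. So were many of the tests of explanations, as each part of the closing observations states. Beyond the list, the rule named the 5 genes in each direction of the promoter-only sets with the highest mean percentile rank, and the 5 shared regions in each direction with the smallest adjusted p for width, of which the first in each direction is given. The DNA sequence and coding exons named beyond these were looked at after their values were seen. Alternatives were a -log10 q of at least 5, equal list lengths, all contigs, removal of peaks overlapping IgG peaks, merging within 500 bp, presence over at least 50% of a region, a 2.5 kb promoter, promoters of any transcript, other overlap rules for IgG, other centring of widths, a replicate block, and leaving out each library in turn. HA-Bcl-xL H3K4me3 replicate 1 was not analysed here. Intervals and counts here cover counting only, since fragments copied by PCR are not independent molecules.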

Results

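H3K4me3, a histone mark of active promoters, was profiled by CUT&RUN in BON1 cells, a human pancreatic neuroendocrine tumor line. In CUT&RUN, an antibody directs a nuclease to chromatin in permeabilized cells, and the released fragments are sequenced. Control BON1 cells carrying the empty vector were compared with cells overexpressing HA-tagged Bcl-xL, an anti-apoptotic protein, with 500000 cells per condition. A parallel reaction with a rabbit anti-mouse IgG measured the background. The labels gave 3 replicates for each of the 4 combinations of cell line and antibody, 12 samples in all. Peak lists of 11 libraries were used: H3K4me3 in control replicates 1 to 3 and HA-Bcl-xL replicates 2 and 3, and IgG in replicates 1 to 3 of both lines. HA-Bcl-xL H3K4me3 replicate 1 was not analysed here. The comparison addressed whether overexpression of Bcl-xL altered H3K4me3.

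The lists held no read totals, so depth was solved from each list's own statistics. The background floor was 0.0659, 0.0705 and 0.0478 fragments per base in control H3K4me3 replicates 1 to 3. It was 0.0692 and 0.0681 in HA-Bcl-xL replicates 2 and 3. The control IgG libraries had 0.0346, 0.0433 and 0.0333 fragments per base. The HA-Bcl-xL IgG libraries had 0.0897, 0.0706 and 0.0763, so every HA-Bcl-xL IgG library was deeper than every control IgG library. At this depth the H3K4me3 peaks rested on a median of 9 to 11 fragments at the summit, and the control IgG peaks on a median of 3.

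On chromosomes 1 to 22, X and Y, the control H3K4me3 libraries had 17711, 12159 and 10247 peaks, 13372 ± 3877 (SD, n = 3). The HA-Bcl-xL libraries had 16379 and 15497 peaks, 15938 ± 624 (SD, n = 2). Both HA-Bcl-xL values lay within the control range. The log2 ratio of HA-Bcl-xL to control was 0.29, with a two-sided exact permutation p of 0.6. With 2 libraries against 3, the smallest p such a test can give is 0.2, so no comparison between the H3K4me3 groups could pass 0.05. The alternative that moved this ratio most, leaving out control replicate 1, gave 0.51. Peaks covered 2022 ± 742 kb in control libraries (SD, n = 3) and 2232 ± 130.1 kb in HA-Bcl-xL libraries (SD, n = 2), a log2 ratio of 0.20 (exact permutation p 0.8). Leaving out control replicate 3 turned this ratio to -0.03. The median peak width was 128, 120 and 112 bp in control and 115 and 113 bp in HA-Bcl-xL libraries, a log2 ratio of -0.07 (exact permutation p 0.6). With the same number of peaks taken from each list, the covered length ratio was -0.0161 and the width ratio 0.0152.

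**Figure D1:**
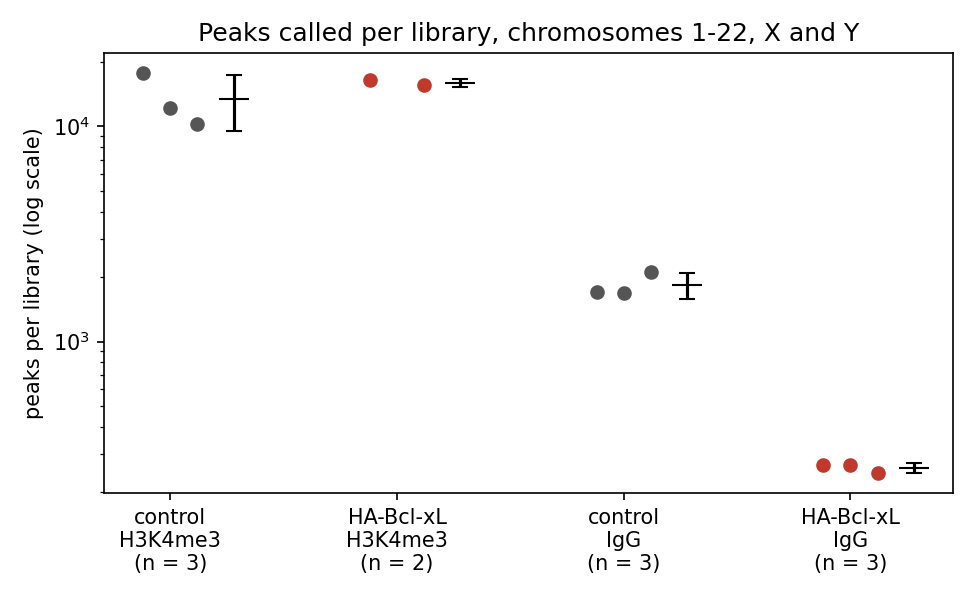
Number of peaks per library (y axis, log scale) for the 4 groups (x axis). Points are libraries, the horizontal mark beside them is the mean and the bar 1 SD. The HA-Bcl-xL H3K4me3 libraries (16379 and 15497 peaks) lie within the control range, and the HA-Bcl-xL IgG libraries (244 to 268) lie below the control IgG libraries (1674 to 2113).

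The IgG libraries had fewer peaks than the H3K4me3 libraries in both lines. Control IgG libraries had 1699, 1674 and 2113 peaks, and the log2 ratio of H3K4me3 to IgG in control cells was 2.84. HA-Bcl-xL IgG libraries had 268, 266 and 244 peaks, and the corresponding log2 ratio was 5.94. The exact permutation p was 0.1 for control cells and 0.2 for HA-Bcl-xL cells, in each case the smallest the design allows. The 2 antibody ratios differed by 3.13 on the log2 scale when each H3K4me3 library was set against the IgG library of the same number. The exact permutation p of that difference, a test added after the data were seen, was 0.2, again the smallest possible. Among peaks with a -log10 q of at least 5, the log2 ratio of H3K4me3 to IgG was 6.92 in control and 6.70 in HA-Bcl-xL cells, and the difference was -0.15 (exact permutation p 1). Between the lines, HA-Bcl-xL IgG libraries had 7.02-fold fewer peaks than control IgG libraries, a log2 ratio of -2.81 (two-sided exact permutation p 0.1, the smallest for 3 against 3). The groups did not overlap. The length covered by IgG peaks gave a log2 ratio of -2.70 (exact permutation p 0.1). With the same number of peaks taken from each list, that ratio was -0.0289 (exact permutation p 0.1), so it mainly followed peak number. The lower peak number in HA-Bcl-xL IgG libraries held for peaks as deposited. Among peaks with a -log10 q of at least 5, the log2 ratio of peak numbers was 0.52 (exact permutation p 0.2), higher in HA-Bcl-xL libraries.

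**Figure D2:**
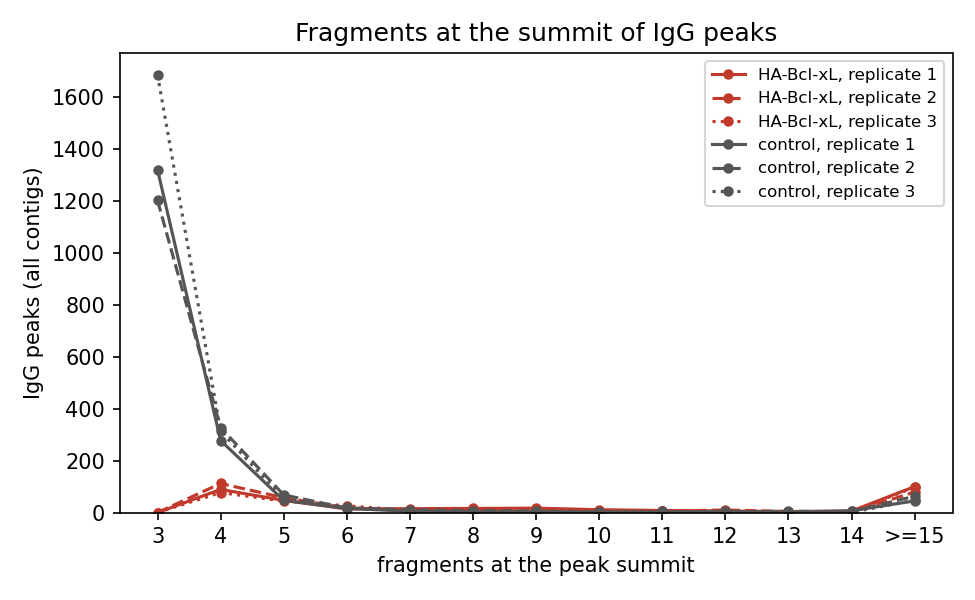
Number of IgG peaks on all contigs (y axis) by the number of fragments at the peak summit (x axis, 15 and above pooled), one line per library. Control IgG libraries (grey) hold most of their peaks at 3 and 4 fragments, with 133 to 183 peaks at 5 or more. HA-Bcl-xL IgG libraries (red) have 195 to 234 peaks at 5 or more.

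H3K4me3 peaks seldom overlapped IgG peaks. The share overlapping a peak of the same-numbered IgG library by at least 1 bp was 0.389 ± 0.0978% in control libraries (SD, n = 3) and 0.410 ± 0.0870% in HA-Bcl-xL libraries (SD, n = 2). The difference of 0.02 percentage points had an exact permutation p of 0.8, and its sign changed when IgG peaks of all libraries of the line were used (-0.02). With equal list lengths the difference was larger, 0.161 percentage points (exact permutation p 0.2, the smallest possible).

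Peaks lay within 1 kb of the annotated 5′ end of a protein-coding gene for 59.1 ± 0.604% of control H3K4me3 peaks (SD, n = 3) and 58.0 ± 0.361% of HA-Bcl-xL peaks (SD, n = 2). The share was 2.34 ± 0.264% in control IgG and 1.64 ± 1.30% in HA-Bcl-xL IgG libraries (SD, n = 3 each). The H3K4me3 groups did not overlap, with a difference of -1.06 percentage points and an exact permutation p of 0.2, the smallest possible. With equal list lengths the difference was 3.21 percentage points in the other direction (exact permutation p 0.6). Over the 9 exact tests, the smallest Benjamini-Hochberg adjusted value was 0.3.

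Replicates of one line overlapped no more than libraries of different lines. The base-level Jaccard index, the shared length divided by the combined length, averaged 0.336 over the 6 pairs between lines (0.297 to 0.377). It averaged 0.320 over the 3 control pairs (0.296 to 0.352) and was 0.356 for the HA-Bcl-xL pair. The mean within lines minus the mean between lines was -0.00631. Without control replicate 1 this difference was 0.0166.

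Merging touching or overlapping peaks of the 5 H3K4me3 libraries gave 30435 regions. Of these, 4926 (16.2%) had a peak in all 5 libraries and 15077 (49.5%) in one library only. A further 650 regions had a peak in both HA-Bcl-xL libraries and in no control library, and 169 had a peak in all 3 control libraries and in no HA-Bcl-xL library. Among the 10 splits of the 5 libraries into 2 and 3, the pair-only count ranged from 102 to 1019, and 3 splits, the real one included, gave 650 or more. The trio-only count ranged from 43 to 998, and 7 splits gave 169 or more. With the lists as deposited, both counts were therefore within the range of arbitrary groupings of these libraries. With equal list lengths, the HA-Bcl-xL-only count was 403, reached by 1 split, the real one. The control-only count was then 220, reached by 5 splits. With 10 splits, a difference between the lines and an arbitrary grouping cannot be told apart. Without control replicate 1, the HA-Bcl-xL-only count was 1669. In the IgG libraries, 5821 of 5936 regions (98.1%) occurred in one library only and 36 in all 6. There were 5 regions in all HA-Bcl-xL IgG libraries and no control IgG library, and 0 in the other direction.

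At the level of promoters, 4289 of 20136 protein-coding genes had an H3K4me3 peak within 1 kb of the 5′ end in all 5 libraries, and 9699 in at least one. A promoter peak in both HA-Bcl-xL libraries and no control library was found for 170 genes, and the reverse for 50 genes. These counts were reached by 3 and 7 of the 10 splits. The peaks behind them ranked below the middle of their own lists, with a median percentile rank of the authors' -log10 p of 38.6 and 42.0. For 45 of the 170 genes and 13 of the 50, a library of the other line had a peak within 2.5 kb.

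The highest-ranked HA-Bcl-xL-only promoters were those of PPP1R9A, RAB29, ZNRF3, TGFBR2 and TMA16. For PPP1R9A, whose 5′ end is at position 94536514 of chromosome 7 (hg19), the peaks lay between 94537498 and 94537818 with a mean percentile rank of 93.1, and all 3 control libraries had a peak within 2.5 kb. The RAB29 peaks lay at the 5′ end itself (chromosome 1, 205744490 to 205744636), with a mean rank of 78.5 and no control peak within 2.5 kb. ZNRF3 (chromosome 22, 29280332 to 29280413, mean rank 73.8) and TMA16 (chromosome 4, 164416345 to 164416473, mean rank 72.1) also had no control peak within 2.5 kb. The highest-ranked control-only promoters were those of LPP, GPR137C, ZIK1, ZNF416 and RPS20. The LPP peaks (chromosome 3, 187871493 to 187871677) had a mean rank of 75.5. ZIK1 and ZNF416 shared the same peaks (chromosome 19, 58090239 to 58090483, mean rank 61.6). At these promoters 1 IgG library also had a peak. With H3K4me3 peaks overlapping IgG peaks removed, all control libraries still had a peak at these promoters. For GPR137C both HA-Bcl-xL libraries had a peak within 2.5 kb. The summits of these control-only peaks held 7 to 20 fragments.

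A list of 28 genes covered TGF-beta signalling, BCL2L1, CTBP2, H3K4 methyltransferase subunits, mesenchymal and neuroendocrine markers, and reference genes. Per library, 6.33 ± 2.52 of them had a promoter peak in control cells (SD, n = 3) and 8.50 ± 0.707 in HA-Bcl-xL cells (SD, n = 2). The difference of 2.17 genes was about the size of the pooled SD between replicates, 2.09, and was not tested. It was 1 without control replicate 3, 3.5 without control replicate 1 and 0.83 with equal list lengths. No list gene had a promoter peak in an IgG library. ASH2L and SNAI2 had one in all 5 H3K4me3 libraries, and 14 genes had none in any. These counts depended on the promoter definition. With the promoters of all annotated transcripts, 6 list genes had a peak in all 5 libraries and 3 had none. Within 2.5 kb of the most 5′ end, 7 had a peak in all 5 and 5 had none. Within 1 kb, TGFBR2 alone differed between all libraries of the lines. Its 5′ end is at position 30648093 of chromosome 3 on the plus strand, and both HA-Bcl-xL libraries had a peak within 1 kb, at 30648778 to 30648853 in replicate 2 and 30648719 to 30648836 in replicate 3. Replicate 2 had another at 30649056 to 30649258, starting 963 bp from the 5′ end and overlapping the position of the control peaks, and replicate 3 had none there. The control libraries had no peak within 1 kb but had one 1036 to 1096 bp from the 5′ end, at 30649189 to 30649280, 30649129 to 30649291 and 30649171 to 30649293. Within 2.5 kb, TGFBR2 had a peak in all 5 libraries. With the promoters of all annotated transcripts counted it still had one in 0 of 3 control and 2 of 2 HA-Bcl-xL libraries, as it had within 1 kb at the stricter threshold and with equal list lengths. TGFB1 (chromosome 19, 5′ end 41859827, minus strand) had no peak within 1 kb in any library. Within 2.5 kb it had peaks in both HA-Bcl-xL libraries and in control replicates 1 and 3, all starting between 41858510 and 41858525.

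**Figure D3:**
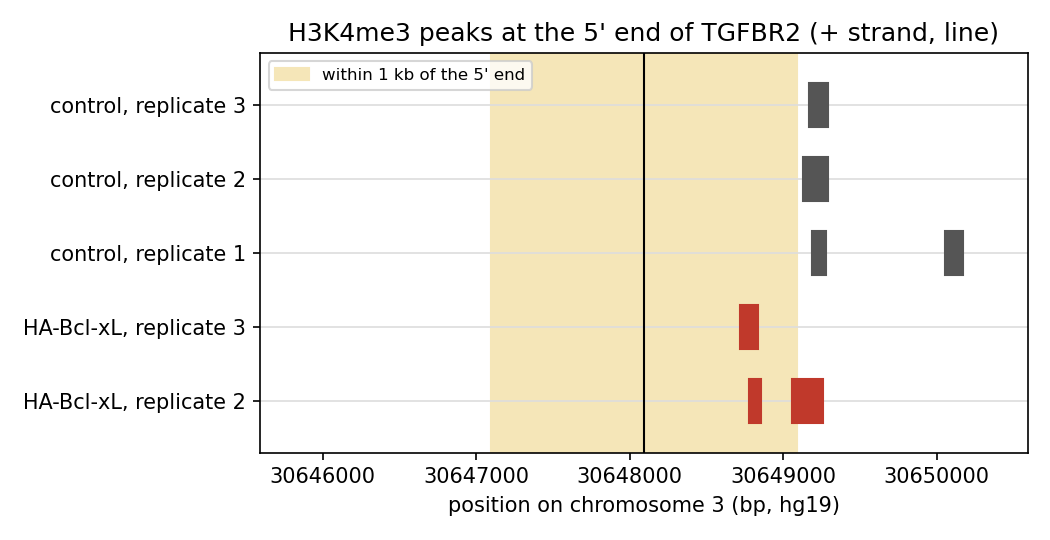
H3K4me3 peaks (boxes) at the 5′ end of TGFBR2, one row per library, by position on chromosome 3 in bp (hg19). The black line is the annotated 5′ end at 30648093 and the shaded band the positions within 1 kb of it. The control peaks nearest the 5′ end begin 1036 to 1096 bp from it, just outside the band. Control replicate 1 has another, 1965 bp from the 5′ end.

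BCL2L1, the gene that encodes Bcl-xL, had a peak within 1 kb of its 5′ end (chromosome 20, 30311792, minus strand) in 2 of 3 control and both HA-Bcl-xL libraries, and within 2.5 kb in all 5. Over its coding exon at 30309458 to 30310021, HA-Bcl-xL replicates 2 and 3 had peaks overlapping by 30 and 146 bp, and no control library had one. The replicate 2 peak (30309992 to 30310265) overlapped a peak that all 3 control libraries and HA-Bcl-xL replicate 3 also had, which started at 30310078, 30310035 and 30310054 in control replicates 1 to 3 and at 30310047 in HA-Bcl-xL replicate 3, just beyond the exon. The peak inside the exon, at 30309665 to 30309810, was in HA-Bcl-xL replicate 3 alone. The other coding exon, at 30253755 to 30253889, had no peak in any of the 11 libraries. GAPDH had a promoter peak in 2 of 3 control and 1 of 2 HA-Bcl-xL libraries, and ACTB in 0 of 3 and 1 of 2. With the promoters of all annotated transcripts counted, ACTB had a peak in all 5. The absence of a peak was therefore not read as the absence of the mark at this depth. Promoter calls also varied with GC content: the share of genes with a peak averaged 4.02% in the decile of lowest promoter GC, 48.9% in the sixth decile and 31.2% in the highest.

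At the 4926 regions shared by all 5 libraries, the bases under peaks were compared by limma on the log2 scale. No region passed a Benjamini-Hochberg adjusted p of 0.05. The smallest adjusted value was 0.453, and 259 regions had an unadjusted p under 0.05, where 246.3 would arise by chance. The region with the smallest p in favour of HA-Bcl-xL lay at 74006458 to 74006982 of chromosome 2, near the 5′ end of DUSP11. It had 317 and 418 bases under peaks in HA-Bcl-xL replicates 2 and 3, and 141, 91 and 84 in control replicates 1 to 3, a log2 change of 1.79 (SE 0.277). In the other direction it lay at 202857261 to 202857724 of chromosome 1, near RABIF, with a log2 change of -1.59 (SE 0.263). Both had an adjusted p of 0.453 by limma, so neither passed 0.05 after adjustment for the 4926 regions tested. In simulated data with this design, 46.5% of 200 regions were recovered at a log2 change of 1 and 100% at a change of 2. The simulation gave every region the same residual SD, 0.322, which real regions need not share. In the real fit a log2 change of 1.79 had an adjusted p of 0.453 by limma. The simulated shares therefore do not measure what the real fit could detect.

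**Figure D4:**
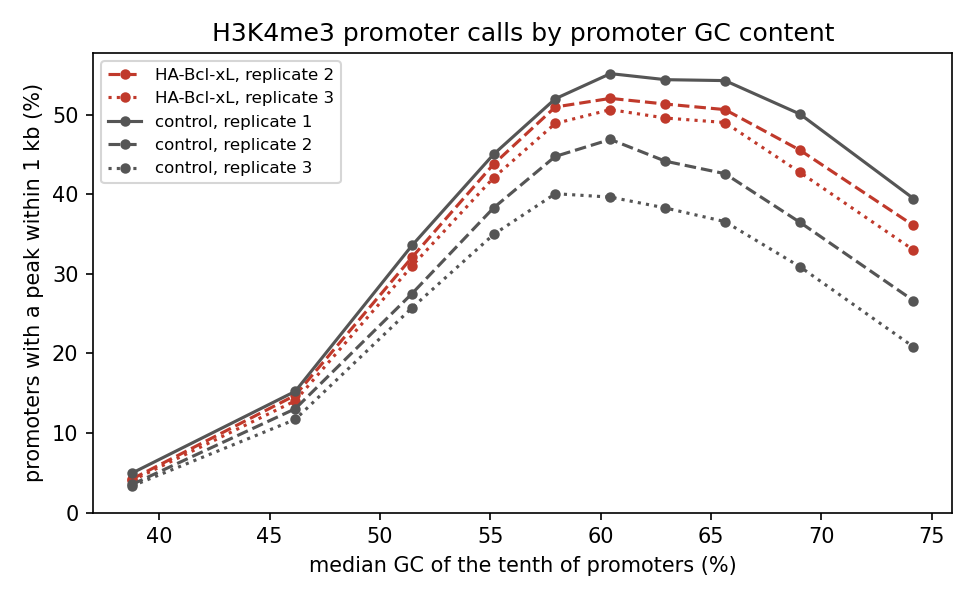
Percent of protein-coding genes with an H3K4me3 peak within 1 kb of the 5′ end (y axis), by deciles of promoters ordered by GC content (x axis, median GC in percent), one line per library. In all 5 libraries the share is highest at the fifth or sixth decile and lower in the decile of highest GC, where it averages 31.2% against 48.9% in the sixth decile.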

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

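The tests in this part were chosen after the counts on the contigs had been seen. Contigs outside chromosomes 1 to 22, X and Y were not used in the comparisons, and H3K4me3 peaks appeared there above the IgG level in 2 kinds of contig.

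On the alternative haplotype contigs, the H3K4me3 libraries had at least 81 peaks each, with 143, 81 and 81 in control replicates 1 to 3 and 134 and 99 in HA-Bcl-xL replicates 2 and 3. Background that does not depend on the antibody is argued against, since no IgG library had more than 1 peak there. Each H3K4me3 library had peaks on all 7 chromosome 6 haplotype contigs. A line derived from one person is expected to carry at most 2 haplotypes, so reads placed among near-identical copies are a candidate explanation for at least part of these peaks. The authors' handling of multiply placed reads is not stated. The counts overlapped between the lines, and no biological explanation was tested.

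On the unplaced contigs, the H3K4me3 libraries had at least 62 peaks each and the IgG libraries at most 53. To avoid choosing contigs by the counts compared, contigs were chosen from the IgG libraries of one line and peaks counted in the other line. Background shared with IgG is argued against as the source of the surplus. On contigs without a peak in every IgG library of the other line, each H3K4me3 library had at least 9.46 times the mean IgG number of its own line. On the 6 contigs with such peaks, chosen from either line, it had 0.84 to 1.72 times that number. The means on the former contigs were 60.5 H3K4me3 and 4.0 IgG peaks in HA-Bcl-xL cells and 48.0 and 4.33 in control cells. Promoters on these contigs stay untested, because the annotation was used for chromosomes 1 to 22, X and Y alone.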

How the results depend on the processing

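The alternatives were fixed before the data were examined except the minimum of 5 fragments at the summit and those for the difference of the antibody ratios, which were chosen after seeing the data. In this design the exact tests were unable to pass 0.05, so a kept direction is not evidence of stability. Of 107 values recomputed under other settings, 90 kept their direction or stayed within 1.5 times or 1 SD of the reported value. Another 7 moved and 10 reversed. Of 98 values recomputed with 1 library left out, 70 stayed the same by this rule, 24 moved and 4 reversed. The count of 0 regions with a width difference was the same under all 12 alternatives run, with 127 to 371 regions at an unadjusted p under 0.05. For width, leaving out an HA-Bcl-xL library leaves 1 library in that arm and gave no call.

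The IgG result reversed. With a -log10 q of at least 5, the log2 ratio of IgG peak number went from -2.81 to 0.52 and that of IgG covered length from -2.70 to 0.50. With at least 5 fragments at the summit, the peak number ratio was 0.41. The difference between the antibody ratios of the lines, 3.13 on the log2 scale, then went to -0.15 and -0.0762 under these settings. The log2 ratio of H3K4me3 to IgG was 6.92 in control and 6.70 in HA-Bcl-xL cells at the stricter threshold, and 6.55 and 6.42 with at least 5 fragments. The minimum of 5 fragments removes, by construction, the peaks of fewest fragments, which made up most of the control IgG lists; what the q threshold removed was not tested separately. At the stricter threshold, control-only H3K4me3 regions fell to 112.

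With equal list lengths, the log2 ratio of H3K4me3 covered length was -0.0161, that of median width 0.0152, and the promoter share difference 3.21 percentage points, all reversed. The log2 ratio of IgG covered length went from -2.70 to -0.0289. It was counted as kept because its sign did not change, although little of the difference remained once peak numbers were equal. The HA-Bcl-xL-only regions then numbered 403 and the control-only promoters 79. Merging peaks within 500 bp left 366 HA-Bcl-xL-only and 83 control-only regions, since fewer regions remain apart. All contigs gave 10 IgG regions in HA-Bcl-xL only, and presence over at least 50% of the region gave 3. With IgG peaks of all libraries of a line, the difference in IgG overlap was -0.0167 percentage points. The cause of the changed IgG overlap was not tested.

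No pairing of the libraries by replicate number was found. The correlation of the replicate 2 minus replicate 3 width differences of the lines was 0.00727 across regions. For IgG, the presence of a peak, taken as each library's deviation from its group mean across regions, correlated at -0.0033, -0.0050 and 0.0016 between the same-numbered libraries. That decides little, since 98.1% of IgG regions occurred in one library only. With a replicate block, the IgG overlap difference was -0.0362 percentage points, reversed from 0.0201. For H3K4me3 between the lines, the block leaves out control replicate 1, which has no partner. The blocked H3K4me3 values between the lines equal those without that library, so the reversal says nothing about pairing. The other blocked values kept their direction, with 0.51 for H3K4me3 peak number, 0.48 for covered length, -0.02 for width, -2.81 and -2.70 for IgG peak number and covered length, and -0.83 percentage points for the promoter share. The blocked limma fit called 0 regions, with 280 at an unadjusted p under 0.05.

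Across the fits that each left out one library, HA-Bcl-xL-only regions ranged from 799 to 4434 and control-only regions from 277 to 669. The promoter counts ranged from 218 to 613 and from 79 to 233. Fewer libraries make each condition easier to meet, so a rise was built in. Without control replicate 1, the control library with the longest list, the HA-Bcl-xL-only count was 1669 and the promoter count 613. The log2 ratio of H3K4me3 covered length ranged from -0.0297 to 0.482, the IgG overlap difference from -0.0414 to 0.0817 percentage points, and the Jaccard difference from -0.0180 to 0.0166. IgG regions in HA-Bcl-xL only ranged from 7 to 15 and in control only from 0 to 2. The IgG peak number ratio ranged from -2.87 to -2.70. The difference in list genes ranged from 1 to 3.5, the lowest without control replicate 3 and the highest without control replicate 1, and was 0.83 with equal list lengths.

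Among the named genes, 26 of 185 values moved and 1 reversed. The share of HA-Bcl-xL libraries with a KMT2A promoter peak minus that of control libraries went to -0.167 with equal list lengths. Low depth limits what an absent peak can mean.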

Other observations

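The tests on IgG peaks by number of fragments, on depth and promoter calls, on background steps, on repeated sequence, on chromosome X, on TGFBR2, on BCL2L1, on equal-length splits, on neighbouring peaks of the other line and on splits for width were chosen after the result was seen. The other tests in this part were written down beforehand.

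Control IgG libraries had more peaks than HA-Bcl-xL IgG libraries, a mean surplus of 1569 peaks. H3K4me3 or open promoter signal is argued against as the source of that surplus: a mean of only 65 control IgG peaks overlapped a control H3K4me3 peak, although this was 18.0 times the number at shuffled positions. Low depth is a candidate explanation. Among peaks with at least 5 fragments at the summit, the HA-Bcl-xL mean was 1.32 times the control mean, and 91.0 to 94.2% of control IgG peaks had 4 fragments or fewer. That minimum removes most control IgG peaks by construction. The ratio therefore restates where these peaks lay and is not a separate test of depth. The control IgG lists also recurred little. A mean of 2.67% of their peaks overlapped a peak of another control IgG library, against 31.0% in HA-Bcl-xL cells. The difference may thus reflect 3-fragment peaks called where the background is thin rather than the cells. Depth went with the cell line in the IgG libraries, so a biological difference stays open and untested.

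IgG regions found in all libraries of one line and in none of the other do not bear on that surplus, since all 5 were in HA-Bcl-xL cells and 0 in control cells. Only 1 of the 10 splits of the 6 IgG libraries, the real one, gave as many such regions, but 10 splits cannot give a share under 0.1, so an arbitrary grouping and a difference between the lines, in depth or in biology, cannot be told apart.

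The 36 regions with a peak in all 6 IgG libraries were also examined. The highest peak of all 11 libraries, H3K4me3 and IgG alike, lay at the same place, starting between 25537209 and 25537213 of chromosome 15 (hg19) within the non-coding gene SNHG14. Repeated sequence is a candidate explanation. The median 24-mer occurred more than once in the reference in 29 of the 36 regions, against 2 of 36 H3K4me3 regions without an IgG peak, and its median was 1491.5 copies at the chromosome 15 region. In 12 of the 36, most 24-mers also occurred in the mitochondrial genome. Of the 36, 30 had an H3K4me3 peak in all 5 libraries, so the highest peaks of these H3K4me3 lists may not reflect the mark.

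The surplus of HA-Bcl-xL-only over control-only H3K4me3 regions (3.85 times) stays open. A ratio as large was given by 3 of the 10 splits of the lists as deposited. Equal lists left a ratio of 1.83, above the 1.5 set beforehand, but arbitrary groupings need not give 1, and 4 of the 10 splits reached 1.83 (0.730 to 2.33). Unequal list length and a difference between the lines therefore cannot be told apart as its cause. Depth is a further open cause and was not tested. The floor divided by the length of the shortest peak was higher in both HA-Bcl-xL H3K4me3 libraries than in every control H3K4me3 library. At equal length, only the real split gave 403 or more pair-only regions (1 of 10). With the lists as deposited, 3 of the 10 splits gave as many pair-only regions, and a share under 0.1 is out of reach, so a difference between the lines and an arbitrary grouping cannot be told apart. Weak peaks stay open too. The HA-Bcl-xL-only peaks had a median percentile rank of 38.4, between the 25 set beforehand for peaks at the calling threshold and the middle of the lists, and far below the 75.7 of regions in all 5 libraries. A peak of the other line lay within 1 kb of 65.7% of HA-Bcl-xL-only and 72.2% of control-only regions.

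The test for copy number met the criterion written beforehand, which needed at least 10 regions, on chromosome X alone. X held 6.63 times its share among regions of all 5 libraries. The next highest ratio with at least 10 regions was 2.10, for chromosome 8 among control-only regions. X was also raised among control-only regions, 3.64 times, on 3 regions. The reference proved unsuited, because the share of regions on X fell from 2.38% of regions held by 1 library to 0.487% of those held by 5, whatever the line. Additional copies of X in HA-Bcl-xL cells stay open. X held at most 1.43% of the peaks of an HA-Bcl-xL list, within the control range of 1.05 to 1.58%. The share that an additional copy would give was not computed, so these values do not decide. X held 3.23% of HA-Bcl-xL-only regions, above the 1.66 to 3.07% of the 9 other pairs. That lies in the direction of additional copies but does not show them.

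Promoters of genes used in every cell, such as GAPDH and ACTB, lacked a peak within 1 kb of the most 5′ annotated end in several libraries. Loss of GC-rich fragments is a candidate explanation, tested as written beforehand over all promoters, not on those of GAPDH and ACTB themselves. The share of promoters with a peak averaged 48.1% in the fifth and sixth deciles of GC content and 31.2% in the highest, lower in 5 of 5 libraries. Summits near a 5′ end had a median GC 4 to 5 percentage points below that of the 5′ end itself, which nucleosome positions could also give. Limited depth stays open. Genes called in 1 to 4 of the 5 libraries had a median percentile rank of 42.0, below the middle of the lists. The median was 27.6, 36.1, 43.7 and 53.8 for genes called in 1, 2, 3 and 4 libraries and 75.0 for genes called in all 5, in line with weaker peaks being missed more often, whatever made them weak. In the fixed list, 7 of 12 genes called in 1 to 4 libraries ranked at 50 or above (median 53.9). Control replicate 3, with the lowest floor, had the fewest promoter genes (5674), but control replicate 2, with the highest floor, had the second fewest (6517). With 5 libraries the order does not decide. For ACTB the absent calls followed the annotated 5′ end used, since it had a peak in all 5 libraries when all transcripts were counted. ACTB is therefore no case for GC loss or limited depth. GAPDH did not change with all transcripts counted or within 2.5 kb, and stayed at 2 control libraries and 1 HA-Bcl-xL library. No biological explanation was tested.

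The shortest peak of each list was 73 to 82 bp. The local background of the peaks moved in steps that corresponded to a length of at most 82.4 bp, within 2 bp of the shortest peak in all 11 libraries. Taken as a fragment length, this is shorter than the DNA wrapped around a nucleosome. It may reflect a size selection or trimmed reads, and the labels state neither.

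For TGFBR2, the promoter call in HA-Bcl-xL libraries alone may be an effect of the 1 kb limit: all 3 control libraries had a peak just beyond it, and the difference vanished at 2.5 kb. It stayed at 0 of 3 against 2 of 2 libraries with the promoters of all transcripts, at the stricter threshold and with equal list lengths, which all keep a limit of 1 kb. The strongest control peak ranked at percentile 74.6 or above in its list, but it lay beyond the limit and says nothing about the position nearer the 5′ end. The lists hold no signal below the calling threshold, so weak control signal at that position and its absence cannot be told apart. Bcl-xL is an open, untested explanation. For BCL2L1, the overlap with one coding exon in HA-Bcl-xL replicate 2 was the edge of a peak that all 3 control libraries also had beside the exon. The separate peak inside the exon, in HA-Bcl-xL replicate 3 alone, could come from the transgene, but 0 HA-Bcl-xL libraries had a peak over the other coding exon. Whether a few copies would raise a peak at this depth was not tested, so a transgene and a wider promoter domain cannot be told apart.

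For H3K4me3 width at shared regions, 5 of the 10 splits of the 5 libraries gave as many regions at an unadjusted p under 0.05 as the real one (259), over a range of 206 to 312. No split gave a region with an adjusted p under 0.05 in limma.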
